# SOX7-enforced expression promotes the expansion of adult blood progenitors and blocks B-cell development

**DOI:** 10.1098/rsob.160070

**Published:** 2016-07-13

**Authors:** Sara Cuvertino, Georges Lacaud, Valerie Kouskoff

**Keywords:** SOX7, haematopoiesis, transcription factor

## Abstract

During embryogenesis, the three SOXF transcription factors, SOX7, SOX17 and SOX18, regulate the specification of the cardiovascular system and are also involved in the development of haematopoiesis. The ectopic expression of SOX17 in both embryonic and adult blood cells enhances self-renewal. Likewise, the enforced expression of SOX7 during embryonic development promotes the proliferation of early blood progenitors and blocks lineage commitment. However, whether SOX7 expression can also affect the self-renewal of adult blood progenitors has never been explored. In this study, we demonstrate using an inducible transgenic mouse model that the enforced expression of *Sox7 ex vivo* in bone marrow/stroma cell co-culture promotes the proliferation of blood progenitors which retain multi-lineage short-term engrafting capacity. Furthermore, SOX7 expression induces a profound block in the generation of B lymphocytes. Correspondingly, the ectopic expression of SOX7 *in vivo* results in dramatic alterations of the haematopoietic system, inducing the proliferation of blood progenitors in the bone marrow while blocking B lymphopoiesis. In addition, SOX7 expression induces extra-medullary haematopoiesis in the spleen and liver. Together, these data demonstrate that the uncontrolled expression of the transcription factor SOX7 in adult haematopoietic cells has dramatic consequences on blood homeostasis.

## 1. Introduction

The SOX family of transcription factors is highly conserved throughout evolution and in mouse comprises 20 members divided into subgroups based on sequence similarities [1]. During embryogenesis, SOX factors are essential for the regulation of many developmental processes, often implicating several SOX factors in one developmental path, such as, for example, SRY and SOX9 in sex determination or SOX1, 2 and 3 in neural tube formation [2]. In addition to their critical roles during embryogenesis, SOX factors are also often implicated in the maintenance and identity of stem cell populations [3]. For instance, SOX2 is critical for the expansion and maintenance of neuronal stem progenitor cells [4], while SOX9 determines mammary stem cell state [5].

SOX7 and its two close homologues, SOX17 and SOX18, belong to the SOXF subgroup, which are known to play important roles in cardiovascular development [6,7]. Compensatory mechanisms and some level of redundancy have been shown to occur between the three SOXF members during cardiovascular development and maintenance [8,9]. The SOXF factors have also been implicated in the development of the haematopoietic system, which is closely linked to endothelium development during embryogenesis [10]. SOX17 drives the expansion of fetal haematopoietic stem cells [11] while at the earliest stages of blood specification all three SOXF factors are expressed in haemogenic endothelium [12–15], a specialized subset of endothelium cells giving rise to blood progenitors upon endothelial to haematopoietic transition [16]. At E10.5 of embryonic development, the three SOXF factors are also found expressed in the endothelium lining of the dorsal aorta and in the emerging clusters of haematopoietic cells [8,17]. We and others have demonstrated that the ectopic expression of SOXF factors in haematopoietic cells leads to dramatic alterations in the balance between proliferation and differentiation. The enforced expression of SOX17 in adult blood cells was shown to enhance self-renewal capacity and to confer fetal-like haematopoietic properties; long-term ectopic expression of SOX17, however, led to leukaemogenesis [18]. Similarly, in E10.5 aorta-derived haematopoietic clusters, the enforced expression of SOXF factors, and SOX17 in particular, resulted in the maintenance and expansion of blood progenitors and HSCs [17]. A role for SOX17 in promoting the myeloid specification of E10.5 blood progenitors was also suggested in follow-up studies [19]. Our group showed that *Sox7* expression was upregulated in mesoderm precursors at the onset of blood specification and downregulated as differentiation progresses to committed blood lineages [13,14]. The enforced expression of SOX7 in E7.5-derived embryo cells or in *in vitro* differentiated embryonic stem cells was shown to promote the self-renewal of early blood progenitors harbouring endothelial-like features and to block further differentiation to committed lineages [13,14]. The enforced expression of SOX18 in these early embryonic populations led to a similar phenotype [15,17]. Given the potential of SOXF factors in maintaining the self-renewal properties of blood progenitors, we hypothesized that the ectopic expression of SOX7 may also confer a proliferative or survival advantage to adult haematopoietic cells. Using a transgenic inducible mouse model, we explore here the consequences of SOX7 ectopic expression on adult haematopoiesis both *ex vivo* and *in vivo*. We show that SOX7-enforced expression in adult bone marrow cells leads to the dramatic expansion of blood progenitors and specifically impairs B lymphopoiesis.

## 2. Material and methods

### 2.1. OP9 co-culture

*iSox7* bone marrow cells were plated on irradiated OP9 (30 cGy) in RPMI (Lonza) supplemented with 20% fetal calf serum (FCS), 5 µg ml^−1^ Kit ligand, 2 µg ml^−1^ Interleukin-7 and 5 µg ml^−1^ FLT3 (all PeproTech). When indicated, 1 µg ml^−1^ of doxycycline was added to the medium. Twice a week cells were harvested, counted and re-plated onto fresh irradiated OP9 cells.

### 2.2. Transplantation

Bone marrow cells were transplanted i.v. into sub-lethally irradiated (125 cGy) Nod Scid IL2rg-deficient mice (NSG, Charles River). After four weeks, mice were fed or not with doxycycline diet (Harlan). Mouse health was assessed by blood analysis, weight and general health monitoring.

### 2.3. Flow cytometry

Single-cell suspensions from adult bone marrow, spleen, liver and blood or OP9 co-culture were stained and analysed with FACSCalibur or LSRII and sorted with Influx or Aria flow cytometers (all BD Biosciences). Staining for sorting was performed in IMDM with 10% FCS, whereas cell surface staining for analysis was performed in PBS with 10% FCS. Cells were incubated with primary antibodies for 30 min at 4°C, then washed in PBS with 10% FCS and stained with secondary antibodies for 30 min at 4°C. After the secondary staining, cells were washed in PBS with 10% FCS and re-suspended in PBS with 10% FCS for cell surface staining or IMDM with 10% FCS for sorting. All antibodies and streptavidin used for staining were purchased from eBioscience. Details are available upon request. Data were analysed using the FlowJo software (TreeStar).

### 2.4. Clonogenic assay

Single-cell suspensions obtained from bone marrow, spleen or liver were plated at a density of 40 000 cells per dish in semi-solid medium supplemented with haematopoietic cytokines. The media contained 55% methylcellulose (10 g l^−1^), 10% serum (Stem Cell Technology), 10% protein-free hybridoma medium (PFM, Gibco), 2 mM l-Glutamine (Gibco), 180 µg ml^−1^ transferrin, 0.5 mM ascorbic acid, 4.5 × 10^−4^ M MTG, 1% Kit Ligand, 1% Interleukin-3, 1% thrombopoietin conditioned medium, 1 ng ml^−1^ Granulocyte–macrophage colony-stimulating factor, 5 ng ml^−1^ Interleukin-11, 2 U ml^−1^ Erythropoietin (Ortho-Biotech), 5 ng ml^−1^ Interleukin-6, 10 ng ml^−1^ macrophage colony-stimulating factor (M-CSF) (all from R&D system) and IMDM (Lonza). When indicated, 1 µg ml^−1^ of doxycycline was added to the semi-solid medium.

### 2.5. Immunohistochemistry

Reticulin staining was performed on paraffin sections using the Gordon and Sweet's stain. Sections were incubated for 5 min in a potassium permanganate (3% sulfuric acid) solution followed by washes in tap water. Next, 1.5% oxalic acid was applied until clear. After washes in tap water, sections were incubated with 2% ferric ammonium sulfate for 15 min. Multiple washes in distilled water were done before applying the ammoniacal silver solution (10% silver nitrate, ammonium hydroxide and 3% sodium hydroxide solution). Sections were washed in distilled water and fixed in 10% formalin for 5 min. After washes in tap water, slides were stained with 5% sodium thiosulfate for 2 min to remove unreduced silver, rinsed in tap water and incubated in 0.2% gold chloride for 3 min and then after washes in tap water, 0.1% neutral red was applied for 10 s. Finally, slides were dehydrated, cleared and mounted on clear glass covered by a coverslip.

For CD45R (B220) staining, sections were incubated with Dako target retrieval solution (S2369) at 125°C for 1 min, and then cooled to 90°C for 10 s. Slides were brought to room temperature in running water. Endogenous peroxidase was blocked in 0.3% TBS for 10 min. After washing thoroughly, blocking solution (10% rabbit serum) was applied for 30 min. Anti-CD45R antibody or Rat IgG2b control (BD Biosciences) was applied overnight at 4°C. After washing twice in TBS for 5 min, a rabbit anti-rat biotinylated antibody (Dako) was applied for 30 min at room temperature. Slides were washed twice in TBS and stained with Strep-AB-Complex–HRP (Dako). Sections were rinsed in running water and counterstained with 1X Gills Haematoxylin for 1 min, then washed in water for 1 min, dipped in alkaline water for 30 s and washed again in water for 1 min. Finally, slides were dehydrated, cleared and mounted on clear glass covered by a coverslip. Pictures were taken using a slide scanner machine (Leica SCN400).

### 2.6. May-Grünwald-Giemsa staining

Cells were cyto-spun onto slides, fixed with methanol for 10 min and stained with five volumes of o-dianidisine, one volume of 3% hydrogen peroxide and one volume of sodium nitroferricyanide mix for 10 min. After rinsing with water, slides were stained with May-Grünwald solution (Merck) for 3 min, rinsed with water and stained with a 1 in 20 dilution of Giemsa's stain solution (VWR) for 20 min. Slides were rinsed with water, left to dry and mounted with a coverslip. Haematoxylin and eosin staining was performed as previously described [20].

### 2.7. Transcriptomic analysis

Total RNA was extracted using the RNeasy Mini kit (Qiagen) and tested for RNA quality on an Agilent Bioanalyzer 2100 (Agilent Technologies). cDNA libraries were hybridized to Affymetrix mouse exon 1.0 ST array. Background adjustment and data normalization were performed with the robust multi-array average algorithm. Probesets were filtered by Affymetrix detection above background (DABG) scores. A probeset was kept if its DABG *p*-value was less than 0.01 in at least two samples. After these filtering steps, 189 956 probesets (representing 22 140 unique genes) from mouse array remained for differential gene expression analysis. Annotations and cross-mappings between probesets, exons and genes were obtained from Ensembl mouse genome using the R/BioConductor package Annmap (BioConductor 2.14).

### 2.8. Statistical analyses

Data were analysed using Student's *t*-test. Significant differences are indicates with *p < 0.05 and **p < 0.01.

## 3. Results

### 3.1. *Sox7*-enforced expression induces the proliferation of bone marrow progenitors and impairs B-cell differentiation

To determine whether SOX7-enforced expression in adult blood cells confers a proliferative advantage as observed during embryonic development, we investigated the consequences of *Sox7*-enforced expression on haematopoiesis. The impact of *Sox7* expression was first analysed using a murine bone marrow and OP9 stroma cell co-culture system allowing the close monitoring of haematopoietic differentiation to myeloid and lymphoid lineages [21]. To enforce *Sox7* expression, we used a previously described doxycycline-inducible transgenic mouse model for SOX7 and GFP co-expression (thereafter referred to as *iSox7*) [14]. Bone marrow cells were extracted from i*Sox7* mice and serially passaged on irradiated OP9 stroma cells with or without doxycycline (figure 1*a*). Without doxycycline, the frequency of MAC1^+^ myeloid cells progressively decreased while the frequency of B220^+^CD19^+^ B cells gradually increased, revealing the dynamic of this co-culture system, which gave rise to a wave of myelopoiesis followed by a wave of B lymphopoiesis (figure 1*b*). When *Sox7* expression was induced during the co-culture, the frequency of MAC1^+^ myeloid cells remained high upon successive passages with the progressive appearance of a MAC1^low^ population expressing SOX7::GFP at high level (figure 1*b*). By contrast, the generation of B220^+^CD19^+^ B cells was severely impaired and by nine passages no cells expressing B220 or CD19 were detected in the doxycycline-induced cultures. The total number of cells produced upon successive passages slowly decreased without doxycycline while a dramatic increase was observed upon *Sox7*-enforced expression (figure 1*c*). Most cells in the doxycycline-treated culture expressed CD45 and GFP (electronic supplementary material, figure S1*a*), and displayed increasing levels of *Sox7* expression upon serial passaging (electronic supplementary material, figure S1*b*). In addition, the *Sox7*-induced cultures contained more cells with an immature blast-like morphology and fewer B lymphocytes when compared with the control cultures (electronic supplementary material, figure S1*c*). We next examined whether *Sox7*-enforced expression was essential for the maintenance of the observed phenotype. After several passages, doxycycline was either removed or maintained in the culture and cell proliferation was compared between the two conditions. The expression of *Sox7* appeared critical for cell proliferation as the number of cells produced was dramatically and immediately reduced upon doxycycline removal (figure 2*a*). Cell cycle analysis revealed a massive decrease in the frequency of cells in the S-phase of the cell cycle upon doxycycline withdrawal (figure 2*b*).

**Figure 1.**
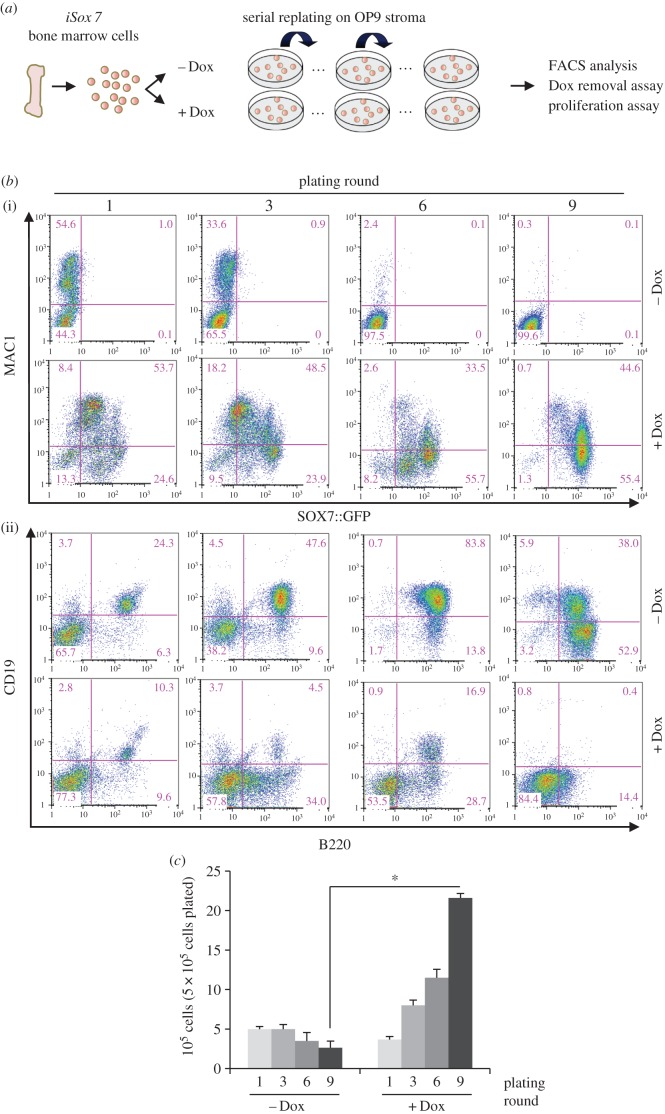
*Sox7*-enforced expression in bone marrow cells induces proliferation and impairs B-cell differentiation. (*a*) Schematic of the experimental strategy. (*b*) Flow cytometry dot plots showing the frequency of cells expressing (i) MAC1 and SOX7::GFP and (ii) B220 and CD19 from *iSox7* bone marrow-OP9 stroma cell co-cultured with (+Dox) and without doxycycline (−Dox). Data are representative of four independent experiments. (*c*) Absolute number of cells from *iSox7* bone marrow-OP9 stroma cell co-cultures serially passaged with or without doxycycline. Data are shown as the mean number of cells from three dishes; bars represent s.d. (*n* = 4, *p < 0.01).

**Figure 2.**
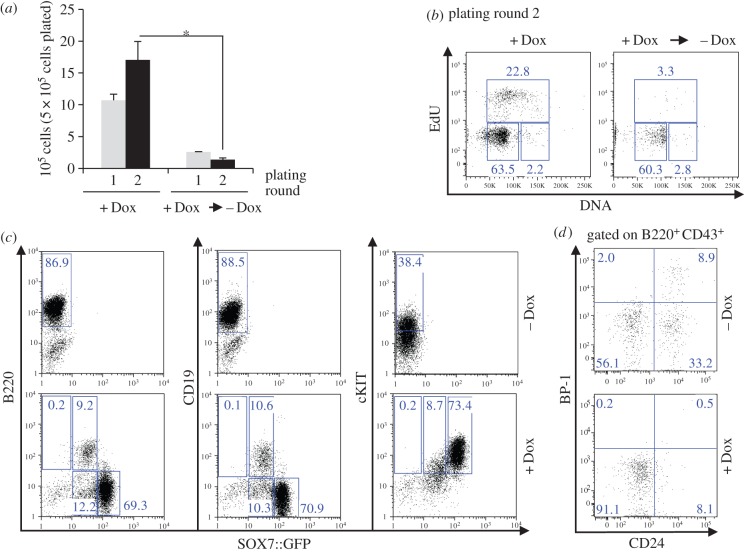
Maintenance of SOX7 expression is required for sustained proliferation. (*a*) After nine successive passages on OP9 stroma cells, *iSox7*^+^ bone marrow cells were cultured for two extra passages on OP9 with (+Dox) or without doxycycline (−Dox). Data are shown as the mean number of cells from three dishes; bars represent s.d. (*n* = 2, *p < 0.01). (*b*) Cell cycle status of *iSox7*^+^ bone marrow cells cultured with or without doxycycline (*n* = 2). (*c*) B220, CD19 and cKIT expression profiles of *iSox7* bone marrow cells cultured with or without doxycycline after nine successive passages (*n* = 4). (*d*) BP-1 and CD24 expression profiles of B220^+^CD43^+^ *iSox7* bone marrow cells cultured with or without doxycycline at plating round 9 (*n* = 4).

We next investigated the immuno-phenotype of SOX7::GFP-expressing cells that accumulated over time in these cultures. Flow cytometric analysis revealed the presence of two subpopulations based on GFP expression level (figure 2*c*). A small SOX7::GFP^low^ population expressed B220 and CD19, and a predominant SOX7::GFP^high^ population did not express these B-cell markers but expressed high levels of cKIT. To further characterize the differentiation stage of the SOX7::GFP^low^B220^+^ population, a detailed analysis of early B-cell subsets was performed based on the expression of CD24 and BP-1, which divides the B220^+^CD43^+^ population into progenitor subsets [22]. All the subsets of developing B cells were observed in the control culture, while BP-1 and CD24 expression were not detected in the SOX7::GFP^low^ B220^+^CD43^+^ population, suggesting that these cells are blocked at a pre–pro B stage or earlier (figure 2*d*).

Taken together, these data revealed that the enforced expression of *Sox7 ex vivo* in adult bone marrow cells dramatically increases proliferation but impairs the differentiation of B lymphocytes.

### 3.2. The cKIT^+^SOX7::GFP^high^ subpopulation contains multi-lineage progenitors

Over time, the frequency of the cKIT^+^SOX7::GFP^high^ subpopulation increased, suggesting that this subpopulation was specifically expanded by *Sox7* ectopic expression (electronic supplementary material, figure S2*a*). To define to which extent SOX7 expression altered this population, we investigated the immuno-phenotype and biological potential of these cKIT^+^ SOX7::GFP^high^ cells. The expression of VE-cadherin, a known transcriptional target of SOX7 [13], was observed on a large fraction of SOX7::GFP^high^ cells (figure 3*a*), further confirming SOX7 transcriptional activity in this population. The analysis of haematopoietic stem cell marker expression revealed a large increase in the frequency of the lineage^−^SCA1^+^cKIT^+^ fraction (figure 3*b*). To define the biological potential of this population, cKIT^+^SOX7::GFP^high^ cells were sorted and plated without doxycycline in clonogenic assay to test for myeloid and erythroid potential, and on OP9 co-culture to test for lymphoid potential (figure 3*c*). The cKIT^+^SOX7::GFP^high^ cells gave rise to erythroid as well as all types of myeloid colonies including megakaryocyte, granulocyte, mast and macrophage colonies (figure 3*d,e*); gene expression analysis for *Gfi1, C*/*ebpɛ* and *Irf8* further confirmed myeloid identity (figure 3*f*). When plated on OP9 stroma cells, cKIT^+^ SOX7::GFP^high^ cells generated B220^+^CD19^+^ B lymphocytes (figure 3*g*), with the expression of *E2a* and *Pax5* further confirming B-cell identity (figure 3*h*). To test for *in vivo* engrafting potential, sorted cKIT^+^SOX7::GFP^high^ cells were injected into immuno-compromised NSG recipient mice. After four weeks, peripheral blood cell analysis revealed the presence of CD45.2^+^ donor cells, indicating the success of the engraftment (electronic supplementary material, figure S2*b*–*c*). However, by 16 weeks, the frequency of CD45.2^+^ cells in the peripheral blood had dropped substantially, suggesting that only short-term engraftment capacity was maintained in the *ex vivo* derived cKIT^+^SOX7::GFP^high^ cell population.

**Figure 3.**
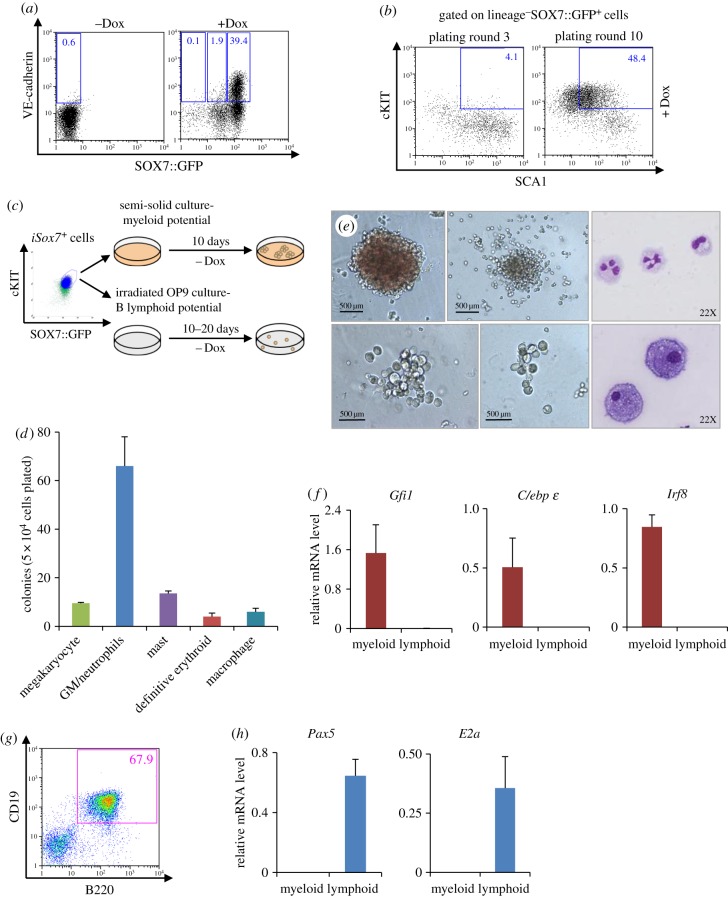
The cKIT^+^SOX7::GFP^high^ cell population contains multi-lineage progenitors. (*a*) VE-cadherin expression profiles of *iSox7* bone marrow cells cultured with (+Dox) or without doxycycline (−Dox) at plating round 9 (*n* = 4). (*b*) cKIT and SCA1 expression profiles of *iSox7*^+^ bone marrow cells gated on lineage^−^GFP^+^ at plating rounds 3 and 10 (*n* = 4). (*c*) Schematic of the experimental strategy. (*d*) cKIT^+^ SOX7::GFP^high^ cells from plating round 9 were sorted and replated in semi-solid clonogenic assay without doxycycline. Data shown are the mean numbers of colonies from three dishes; bars represent s.d. (*n* = 3). (*e*) Representative pictures of colonies and May-Grünwald-Giemsa staining of cells derived from colonies. Top panels (from left to right): erythroid, mast and granulocytes. Bottom panels (from left to right): macrophage, megakaryocyte and macrophages. (*f*) Q-PCR analysis for *Gfi1*, *C*/*ebpɛ* and *Irf8* transcript levels relative to *β*-*actin* in cells cultured in myeloid conditions without doxycycline. Data represent means ± s.d. (*n* = 3). (*g*) CD19 and B220 expression profile of cKIT^+^ SOX7::GFP^high^ cells cultured in lymphoid condition on OP9 stroma cells without doxycycline after 20 days in culture. (*h*) Q-PCR analysis of *Pax5* and *E2a* transcript levels relative to *β*-*actin* in cells cultured in lymphoid conditions without doxycycline. Data represent means ± s.d. (*n* = 3).

Altogether, these results revealed that the enforced expression of *Sox7* in bone marrow cells leads to the *ex vivo* maintenance and expansion of a progenitor population able to give rise to myeloid, erythroid and lymphoid lineages and to provide short-term *in vivo* engraftment.

### 3.3. Molecular characterization of SOX7-mediated changes

To define at the molecular level the consequences of SOX7-mediated effect on proliferation and differentiation, transcriptome profiling analysis was performed on the two subpopulations expressing low and high levels of SOX7::GFP. 

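RNA from SOX7::GFP high and SOX7::GFP low cells of iSox7 bone marrow co-cultures on OP9, a mouse bone marrow stromal line, was hybridized to 4 Affymetrix mouse exon arrays, 2 per subpopulation, which the paper calls biological duplicates. By the sample labels the sort used SOX7::GFP and cKIT. In iSox7 cells doxycycline switches on SOX7 together with GFP, so that *Sox7* checks the sample labels. Of its 9 probe sets, 4 lay between 10.48 and 11.63 on the log2 scale on all 4 arrays and were 0.53 to 0.63 higher in SOX7::GFP high cells. The other 5 lay between 1.43 and 5.98. Over the 6 probe sets kept, *Sox7* had a mean of 9.57 ± 0.08 (SD, n = 2 arrays) in SOX7::GFP high cells and 8.98 ± 0.12 (SD, n = 2) in SOX7::GFP low cells. This log2 fold change of 0.59 (standard error 0.15) did not pass (adjusted p = 0.0868 from limma). The related *Sox17* and *Sox18* had log2 fold changes of -0.68 (adjusted p = 0.198 from limma) and 0.34 (adjusted p = 0.354 from limma). *Kit*, the stem cell factor receptor whose protein marks the SOX7::GFP high cells in the paper, had a log2 fold change of 0.89 (adjusted p = 0.0465 from limma), under the minimum of 2-fold.

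The deposited table holds log2 values of 1236087 probe sets after robust multi-array averaging by the authors, before any filter, with a median of 3.90 to 3.91 on each array. The platform annotation gives 1 gene symbol for 318760 probe sets and several for 6684. The other 910643 are unnamed here. The paper filtered probe sets by detection scores that were not used here. In their place, the singly named probe sets with the highest second-highest value over the 4 arrays were kept, as many as the paper kept. This left values of 5.04 or more on at least 2 arrays. A gene's value was the mean of its probe sets, and 18781 genes were tested with limma. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, the thresholds of the paper's heatmap. The values of 2 arrays of a group correlated across genes at r = 0.960 in SOX7::GFP high cells and 0.957 in SOX7::GFP low cells, against 0.855 to 0.861 between groups. The series description speaks of cultures with and without doxycycline, whereas the sample labels and the paper name the SOX7 level, by which the arrays were grouped. On both SOX7::GFP low arrays 4 *Sox7* probe sets lay at 10.48 or more, on average at most 0.63 under SOX7::GFP high cells. The paper's quantitative RT-PCR found far less *Sox7* in cultures without doxycycline. These values argue against SOX7::GFP low cells having been cultured without it. As no source used here says that the duplicates came from separate cultures, the p-values measure only the spread between these arrays, whose number limits the precision.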

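In SOX7::GFP high cells, 682 genes were expressed at higher level and 614 at lower level than in SOX7::GFP low cells. The largest rise was that of *Serpinb11*, a serine protease inhibitor gene, with a mean of 8.23 ± 0.69 (SD, n = 2 arrays) against 2.90 ± 0.04 (SD, n = 2), a log2 fold change of 5.33 (standard error 0.34, adjusted p = 0.00488 from limma). Its SOX7::GFP low mean was under the filter value of 5.04, as were the lower means of several genes named next, such as *Xkrx* (4.14) and *Stfa2* (2.83), so that background limits these sizes and ranks. *Serpinb11* was followed by the T-cell receptor segment *Trbv13-2* (4.81), *Pdzph1* (4.73), *Xkrx* (4.62), *9030619P08Rik* (4.46), *Glb1l2* (4.40), *Duxbl1* (4.38), the interleukin 18 receptor gene *Il18r1* (4.31), the granzyme gene *Gzmb* (4.26) and *4930555G01Rik* (4.23). The largest fall was that of *Chil3*, a chitinase-like gene of myeloid cells, with a mean of 4.37 ± 1.37 (SD, n = 2) against 10.7 ± 0.14 (SD, n = 2), a log2 fold change of -6.31 (standard error 0.64, adjusted p = 0.0104 from limma). Its paralog *Chil4* had a log2 fold change of -5.40, and the stefin genes *Cstdc4* (-6.22), *Stfa2* (-5.68), *Stfa2l1* (-5.34) and *Csta3* (-5.24) also fell. Members of these families are alike in sequence and may share probes. The neutrophil granule gene *Ngp* (-5.75) and the B lineage genes *Dntt* (-4.99), *Rag1* (-4.85) and *Vpreb3* (-4.82) completed the 10 largest falls. For each of the 1296 genes called, both SOX7::GFP high arrays lay on one side of both SOX7::GFP low arrays, as they did for 54.5% of all genes tested, against 33.3% by chance with groups of this size. The counts were 142 higher and 167 lower without SOX7::GFP high replicate 1 and 193 and 204 without SOX7::GFP high replicate 2, and 425 and 320 without SOX7::GFP low replicate 1 and 340 and 322 without SOX7::GFP low replicate 2. The methods' t-test called 0 genes after Benjamini-Hochberg adjustment, and 632 higher and 568 lower at an unadjusted p under 0.05, an alternative chosen after seeing the data. The paper names this test for its data in general and no test for the arrays. With 2 arrays per group its adjusted form has little power.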

Comparative analysis revealed that 1164 genes were significantly and differentially expressed, with 642 genes expressed at higher level and 522 genes expressed at lower level in SOX7::GFP^high^ cells relative to SOX7::GFP^low^ cells (figure 4*a,b*). 

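Of 29 measured genes of a stem and progenitor list, 9 were higher in SOX7::GFP high cells, 2 were lower and 18 did not pass, with the same counts when adjusted over the list alone. The largest rises were those of the angiopoietin gene *Angpt1* (log2 fold change 2.98, standard error 0.15, adjusted p = 0.00361 from limma), the Ikaros family gene *Ikzf2* (2.74, adjusted p = 0.00593), the homeobox gene *Meis1* (2.72, adjusted p = 0.0306) and *Cd34* (2.65, adjusted p = 0.00733), which encodes a progenitor surface protein. *Ly6a*, which encodes SCA1, was lower in SOX7::GFP high cells, at 9.58 ± 0.13 (SD, n = 2 arrays) against 11.3 ± 0.07 (SD, n = 2), a log2 fold change of -1.68 (standard error 0.15, adjusted p = 0.00756 from limma). The list as a whole did not pass in limma's camera test with a correlation of 0.01, in the direction of higher expression (adjusted p = 0.0590 over 15 lists, and adjusted p = 0.557 with an estimated correlation). With an estimated correlation none of the 15 lists passed. That form had little power here, with 2 residual degrees of freedom. The stem and progenitor list passed with the fry rotation test (adjusted p = 0.0246) and preranked enrichment (adjusted p = 0.00999). The number of members called higher fell to 2 without SOX7::GFP high replicate 1 and to 3 without SOX7::GFP high replicate 2, and was 7 without either SOX7::GFP low array. *Ly6a* lost its call without either SOX7::GFP high array, though its log2 fold change ran only from -1.77 to -1.59 with 1 array left out. Of 19 megakaryocyte genes, 8 were higher and none was lower (12 higher when adjusted over the list alone, adjusted p = 2.38e-05 from camera, adjusted p = 0.557 with an estimated correlation). They were led by *Gp5* (2.62), *Itga2b* (2.40), *Pf4* (2.35) and *Itgb3* (1.80), which encode a platelet glycoprotein, integrins and a chemokine. With 1 array left out, the log2 fold change ran from 2.20 to 3.03 for *Gp5* and from 2.20 to 2.61 for *Itga2b*. That of *Pf4* ran from 2.00 to 2.70 and that of *Itgb3* from 1.74 to 1.85. Limma called fewer genes of the list in each of these fits.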

Gene set enrichment analysis (GSEA) performed on all genes upregulated in the SOX7::GFP^high^ fraction demonstrated a significant enrichment for haematopoietic stem and progenitor cell genes [23,24] (figure 4*c*), an observation consistent with the haematopoietic multi-lineage potential of this population. 

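The 6 genes *Cdh5*, *Gata2*, *Smad1*, *Cd27*, *Flt3* and *Runx2*, those of Fig. 4d, were all expressed at higher level in SOX7::GFP high cells. *Gata2*, a transcription factor of stem and progenitor cells, had a mean of 8.64 ± 0.03 (SD, n = 2 arrays) in SOX7::GFP high cells and 6.07 ± 0.23 (SD, n = 2) in SOX7::GFP low cells, a log2 fold change of 2.57 (standard error 0.17, adjusted p = 0.00521 from limma). *Flt3*, a cytokine receptor gene of early progenitors, was at 7.98 ± 0.65 (SD, n = 2) and 5.88 ± 0.34 (SD, n = 2), a log2 fold change of 2.10 (standard error 0.36, adjusted p = 0.0354 from limma). The transcription factor gene *Runx2* rose by 3.36 (adjusted p = 0.00361), *Cdh5*, which encodes VE-cadherin, by 2.78 (adjusted p = 0.0114) and *Cd27* by 2.52 (adjusted p = 0.00544). The expression of the signal transducer gene *Smad1* was 3.26-fold higher (adjusted p = 0.0192). These genes were chosen by the study on the same arrays, so their count is not independent evidence of a direction. *Flt3* lost its call without any one of the 4 arrays, and 4 of the 6 genes were called in each of these fits. Of 17 genes of mast cells, basophils and eosinophils, 4 were higher, 3 were lower and 10 did not pass (7 higher and 3 lower when adjusted over the list alone). The list did not pass in camera (adjusted p = 0.197), while its members called higher passed in Fisher's exact test (adjusted p = 0.00843). The mast cell protease gene *Cpa3* (3.20), the lipoxygenase gene *Alox5* (2.85), *Mcpt8* (2.25) and *Fcer1a* (2.24) were higher. The eosinophil granule genes *Prg2* (-3.78) and *Prg3* (-3.02) and the receptor gene *Il5ra* (-1.52) were lower. Those called higher numbered 2 without either SOX7::GFP high array and 1 without SOX7::GFP low replicate 1, and those called lower numbered 1 without SOX7::GFP high replicate 2 or SOX7::GFP low replicate 1.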

Genes enriched on a high level of *Sox7* expression included stem/progenitor genes such as *Gata2* or *Flt3* (figure 4*d*). GSEA revealed a significant decrease in B lymphocyte-associated genes within the set of genes downregulated in the SOX7::GFP^high^ population [25,26] (figure 4*e*). 

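Of 32 measured genes of a B-cell development list, 23 were lower in SOX7::GFP high cells, none was higher and 9 did not pass (24 lower when adjusted over the list alone). Among these 23 genes, *Dntt*, *Cd40* and *Cd86* were marked in Figure S3 by the study on the same arrays. They add no independent evidence to the count or to the list test below. *Dntt*, the terminal transferase gene of early lymphocytes, was at 5.36 ± 0.41 (SD, n = 2 arrays) in SOX7::GFP high cells and 10.3 ± 1.06 (SD, n = 2) in SOX7::GFP low cells. The surrogate light chain partner *Vpreb3* was at 6.44 ± 1.39 (SD, n = 2) and 11.3 ± 0.48 (SD, n = 2). The adaptor gene *Blnk* had a log2 fold change of -4.70 (standard error 0.56, adjusted p = 0.0143 from limma), *Enpep*, which encodes BP-1, of -4.01 (standard error 0.48, adjusted p = 0.0142), and the transcription factor gene *Lef1* of -3.94 (standard error 0.35, adjusted p = 0.00733). *Tcf3*, which encodes E2A, had a log2 fold change of -0.59 and did not pass (adjusted p = 0.135), but was called lower with a stricter filter on dim probe sets. Limma's camera test placed the list lower than other genes (adjusted p = 1.47e-20 over the 15 lists, and adjusted p = 0.123 with an estimated correlation). The members called numbered 12 without SOX7::GFP high replicate 1 or without SOX7::GFP high replicate 2, 13 without SOX7::GFP low replicate 1 and 11 without SOX7::GFP low replicate 2. Of 32 measured granulocyte and macrophage genes, 9 were lower, 2 were higher and 21 did not pass (11 lower and 2 higher when adjusted over the list alone). The list lay lower in camera (adjusted p = 2.38e-05). With an estimated correlation (adjusted p = 0.649) and in fry (adjusted p = 0.163) its direction was also lower, but it did not pass. The genes of neutrophil secondary granules *Ltf* (-4.69), *Camp* (-4.52) and *Lcn2* (-4.48) and the myeloid transcription factor gene *Irf8* (-2.98) were among those lower. *Fcgr3* (1.82) and *Ctsg* (1.43) were the 2 higher, and the members called higher numbered 0 without SOX7::GFP high replicate 1 and 1 without either replicate 2. *Itgam*, which encodes part of MAC1, had a log2 fold change of -1.36 (adjusted p = 0.188 from limma).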

The list of genes downregulated on *Sox7*-enforced expression included many B lymphocyte-associated genes such as *Rag1*/*2*, *Ebf1*, *Pax5* and *Cd19* (figure 4*f*). 

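All 9 measured genes of Fig. 4f were lower in SOX7::GFP high cells. *Rag1* and *Rag2*, which encode the recombinase of antigen receptor genes, were at 5.21 ± 0.92 and 3.51 ± 0.91 (SD, n = 2 arrays) in SOX7::GFP high cells and at 10.1 ± 0.18 and 7.75 ± 0.39 (SD, n = 2) in SOX7::GFP low cells. The log2 fold change of *Rag2* was -4.24 (standard error 0.47, adjusted p = 0.0120 from limma). The B lineage transcription factor genes *Ebf1* and *Pax5* had log2 fold changes of -4.55 (standard error 0.37, adjusted p = 0.00640) and -4.03 (standard error 0.30, adjusted p = 0.00596). The B-cell receptor components *Cd79a* (-4.47, adjusted p = 0.0126) and *Cd79b* (-4.46, adjusted p = 0.0149), the interleukin 7 receptor gene *Il7r* (-3.19, adjusted p = 0.0103), the kinase gene *Blk* (-2.37, adjusted p = 0.0145) and the survival gene *Bcl2l1* (-1.61, adjusted p = 0.00663) also fell. *Cd79b* had an SD of 1.14 in SOX7::GFP high cells and of 0.08 in SOX7::GFP low cells. These genes were chosen by the study on the same arrays, so that their count is not independent evidence. With 1 array left out, 6 of the 9 genes passed without SOX7::GFP low replicate 1 and 7 without any other array.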

Canonical pathway analysis using the IPA software further revealed that most pathways involved in B-cell development and receptor signalling were downregulated by high expression of *Sox7* (figure 4*g*; electronic supplementary material, figure S3).

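Of 34 measured genes of B-cell receptor signalling, 6 were lower in SOX7::GFP high cells, 3 were higher and 25 did not pass (8 lower and 3 higher when adjusted over the list alone). The adaptor gene *Blnk*, also a gene of the B-cell development list, was at 6.40 ± 1.17 (SD, n = 2 arrays) in SOX7::GFP high cells and 11.1 ± 0.22 (SD, n = 2) in SOX7::GFP low cells. The exchange factor genes *Rasgrp3* (log2 fold change 1.81, standard error 0.22, adjusted p = 0.0156 from limma) and *Vav3* (1.35, standard error 0.22, adjusted p = 0.0305) and the adaptor gene *Dapp1* (3.25-fold, adjusted p = 0.00640) were the 3 genes higher. The list median was -0.23, and the list lay lower than other genes in limma's camera test (adjusted p = 0.0287, and adjusted p = 0.649 with an estimated correlation). The list did not pass in camera without SOX7::GFP high replicate 2. Nor did it pass the fry rotation test (adjusted p = 0.203), which compares the list with no change and not with other genes. The members called lower numbered 1 without SOX7::GFP high replicate 1, SOX7::GFP high replicate 2 or SOX7::GFP low replicate 2, and 0 without SOX7::GFP low replicate 1. Those called higher numbered 0 without SOX7::GFP high replicate 1 and 1 without any other array. From these data taken with the stem and progenitor genes, and beside its flow cytometry, the paper concludes that *Sox7* expression affects B-cell differentiation at the molecular level, and it proposes that enforced expression hampers B-cell maturation and favours a stem and progenitor programme.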

**Figure 4.**
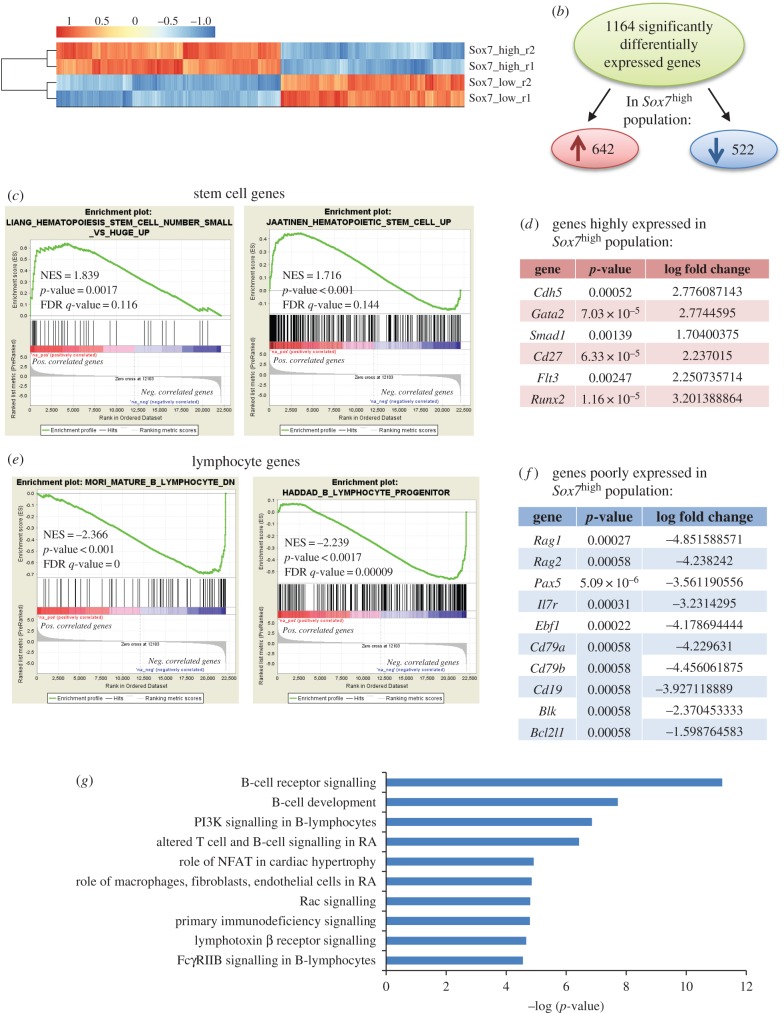
*Sox7*^high^ population is enriched for stem cell gene expression. (*a*) Heatmap of differentially expressed genes; expression levels changing by at least twofold between biological duplicates of SOX7::GFP^low^ and SOX7::GFP^high^ populations with a FDR < 5% were considered significant. (*b*) A total of 1164 genes were significantly differentially expressed. Of these, 642 genes were more highly expressed and 522 genes were less expressed in *Sox7*^high^ relative to *Sox7*^low^ populations. (*c*) GSEA demonstrates a significant enrichment for haematopoietic stem cell genes in the *Sox7*^high^ population. (*d*) List of some representative genes more expressed in *Sox7*^high^ relative to *Sox7*^low^ populations. (*f*) GSEA demonstrates a significant enrichment for B lymphocyte genes in the *Sox7*^low^ population. (*e*) List of some representative genes less expressed in *Sox7*^high^ relative to *Sox7*^low^ populations. (*g*) IPA canonical pathways analysis of genes lowly expressed in *Sox7*^high^ population (RA: rheumatoid arthritis).

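The median log2 fold change was -2.06 over the 32 B-cell development genes and 0.40 over the 29 stem and progenitor genes. Among the latter the transcription factor gene *Erg* fell by 1.98 (adjusted p = 0.00625 from limma), though not called without either SOX7::GFP high array. Of 32 endothelial genes, 11 were higher, 1 was lower and 20 did not pass, with the same counts when adjusted over the list alone. The tetraspanin gene *Tspan18* (3.89, adjusted p = 0.00361), the angiopoietin receptor gene *Tek* (2.73, adjusted p = 0.00738), the adhesion gene *Esam* (2.72, adjusted p = 0.0188) and the Notch target *Hey1* (2.61, adjusted p = 0.00434) led the rises, and *Kdr* (-1.63), which encodes a VEGF receptor, was the gene lower and was not called without either SOX7::GFP high array. This list passed in camera (adjusted p = 0.0340, and adjusted p = 0.557 with an estimated correlation), though not without SOX7::GFP high replicate 2 (adjusted p = 0.0851). Its members called higher numbered 4 without SOX7::GFP high replicate 1, 5 without SOX7::GFP high replicate 2, 8 without SOX7::GFP low replicate 1 and 6 without SOX7::GFP low replicate 2.

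**Figure D1:**
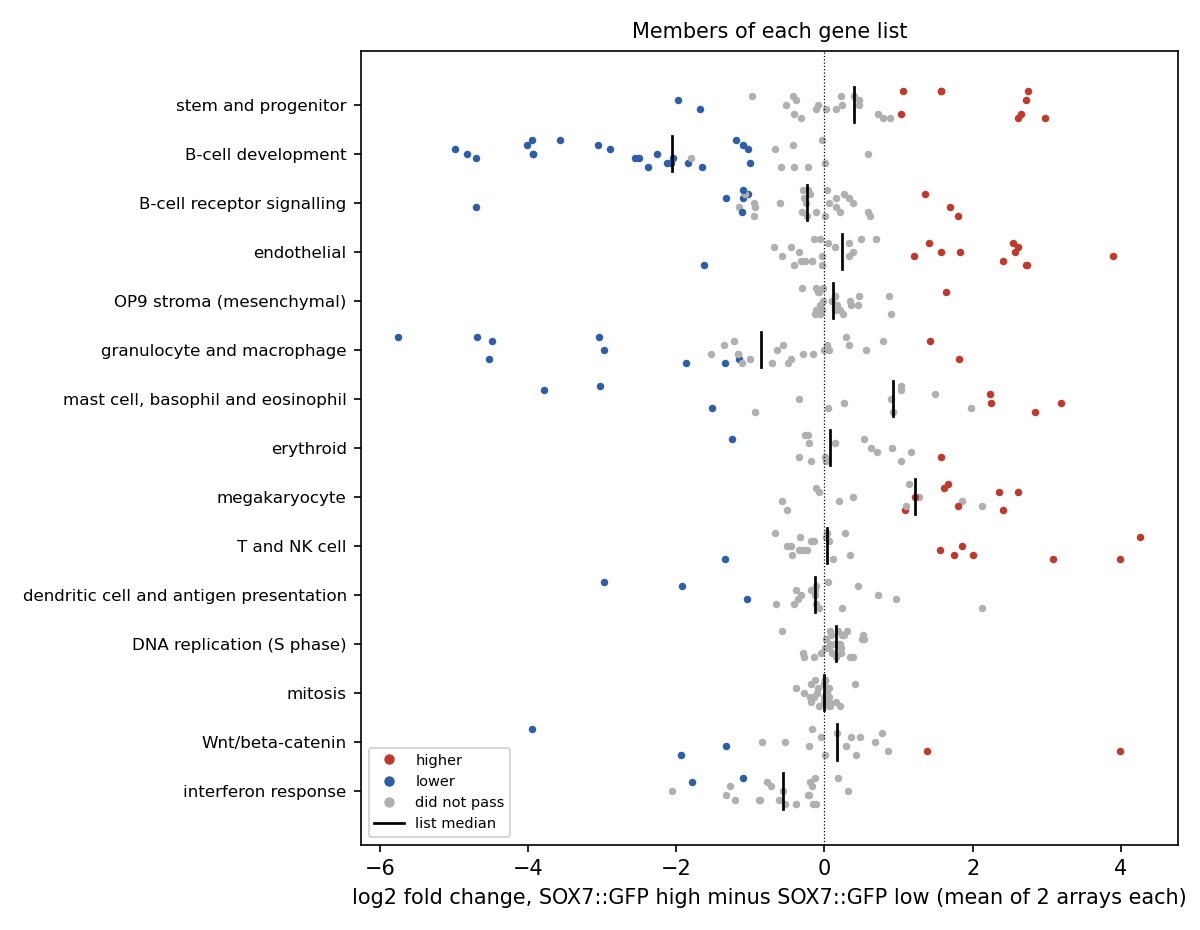
Each point is a gene, placed by its log2 fold change between SOX7::GFP high and SOX7::GFP low cells (means of 2 arrays each) and coloured by whether limma called it higher, lower or neither, and black bars are list medians. The B-cell development genes reach -4.99 and the granulocyte and macrophage genes -5.75, while the mitosis genes lie between -0.39 and 0.41.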

Taken together, these data clearly establish the profound impact of *Sox7* expression on the normal differentiation of B cells at the molecular level and further validate the flow cytometry data, suggesting that the enforced expression of *Sox7* in adult bone marrow cells impairs B-cell maturation, while promoting a stem/progenitor signature.

### 3.4. *Sox7*-enforced expression *in vivo* disrupts the homeostasis of the haematopoietic system

Given the impact of *Sox7* expression in ex *vivo* cultures, we next investigated whether *Sox7*-enforced expression *in vivo* affects the homeostasis of the haematopoietic system. First, recipient mice were engrafted with *iSox7* bone marrow cells to establish a model system in which *Sox7* expression is only inducible in the haematopoietic system. One month post-engraftment, mice were then fed or not with doxycycline diet and monitored over a 12-month period (figure 5*a*). *Sox7*-enforced expression *in vivo* resulted in a progressive increase in the frequency of SOX7::GFP^+^ cells in blood, bone marrow, spleen and liver (electronic supplementary material, figure S4*a*). *Sox7*-enforced expression did not affect the frequency of MAC1^+^ cells in the bone marrow, while the frequency of B220^+^IgM^+^ cells was significantly decreased (figure 5*b*), with a strong reduction in the frequency of both mature and immature populations (figure 5*c*). Immunohistochemistry analysis confirmed the dramatic decrease in B220-expressing cells in the bone marrow upon *Sox7*-enforced expression (figure 5*d*), while collagen staining revealed important fibrosis in the bone marrow (electronic supplementary material, figure S4*b*). In contrast to B cells, the frequencies of CD4^+^ and CD8^+^ T cells (figure 6*a,b*) as well as TER119^+^ erythrocytes (figure 6*c*,*d*) were not significantly affected by *Sox7*-enforced expression in the bone marrow of animals fed with doxycycline when compared with control animals. However, we did observe a sharp decrease in CD41^+^ megakaryocytes in the bone marrow of the treated animal (figure 6*e*) that was reflected by a dramatic decrease in platelet count in the blood of these animals (figure 6*f*). Finally, while neutrophil count was not significantly affected by *Sox7*-enforced expression, eosinophil count was decreased and basophil count was increased in the blood of the treated animals (figure 6*g*). It is not clear, however, if these changes were a direct consequence of SOX7-enforced expression or if they represented secondary effects due to fibrosis in the bone marrow.

**Figure 5.**
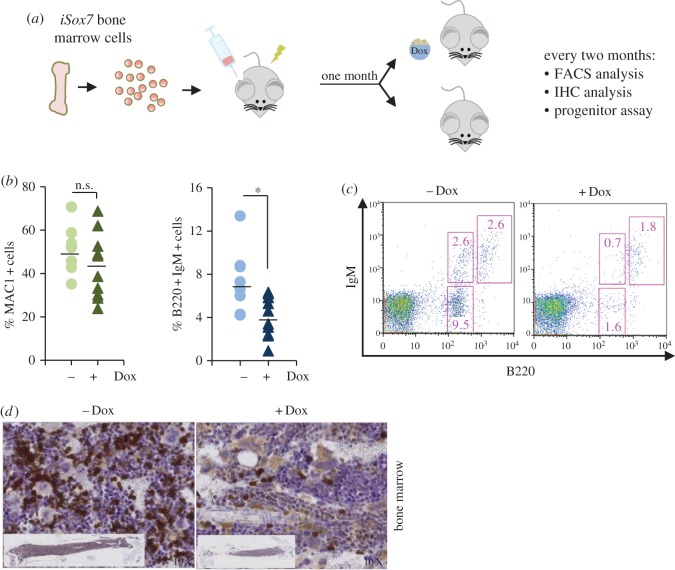
*Sox7*-enforced expression impairs B-cell differentiation *in vivo*. (*a*) Schematic of the experimental strategy. (*b*) MAC1^+^ and B220^+^IgM^+^ cell frequencies in the bone marrow of animal fed (+Dox) or not (−Dox) with doxycycline. Each dot represents an individual mouse. Bars represent the mean percentage from all mice analysed between 2 and 12 months (*p < 0.05). (*c*) B220 and IgM expression profiles of bone marrow cells extracted from mice fed or not doxycycline at 11 months. (*d*) Immunohistochemistry of femur sections stained for B220 expression and counter stained with May-Grünwald-Giemsa.

**Figure 6.**
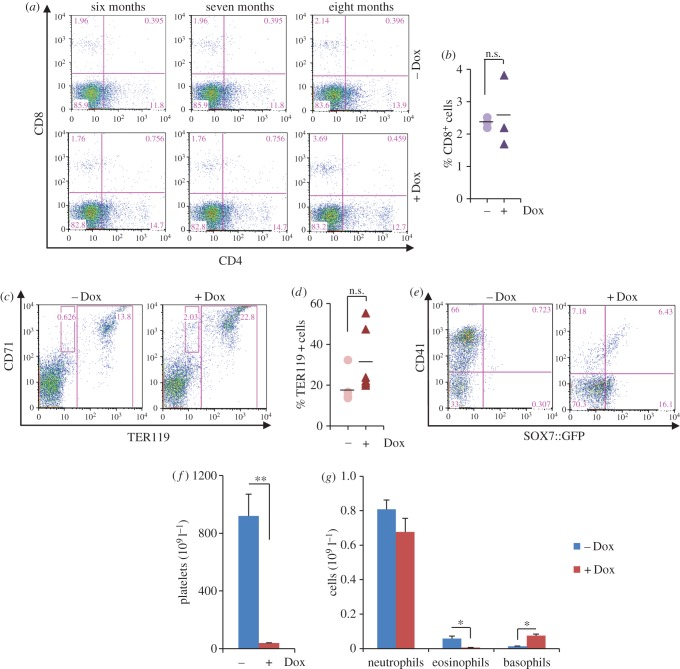
Multi-lineage analysis of the consequences of *Sox7*-enforced expression. (*a*,*c*,*e*) Representative FACS plots of the expression profiles in bone marrow cells for (*a*) CD8 and CD4, (*c*) TER119 and CD71, and (*e*) CD41 and SOX7::GFP (gated on large cells) from mice fed with or without doxycycline (dox). (*b*,*d*) Scatter charts presenting the percentages of (*b*) CD8^+^ cells and (*d*) TER119^+^ cells in the bone marrow of mice fed or not with doxycycline. Bars indicate mean, each dot represents an individual mouse (n.s.: non-significant). (*f*) The bar chart shows platelets count in the blood of mice fed with or without doxycycline. Error bars indicate mean ± s.d. (*n* = 6, **p < 0.005). (*g*) The bar chart shows neutrophil, eosinophil and basophil counts in the blood of mice fed with or without doxycycline. Error bars indicate mean ± s.d. (*n* = 6, *p < 0.05). All graphs are representative of two independent experiments.

We next investigated whether *Sox7*-enforced expression also affected haematopoietic progenitors normally residing in the bone marrow. Upon clonogenic replating, the bone marrow cells of doxycycline-fed animals gave rise to two times more colonies than the control bone marrow cells (figure 7*a*,*b*). Altogether, these findings demonstrate that *in vivo* the ectopic expression of SOX7 leads to B lymphopoiesis impairment and expansion of haematopoietic progenitors in the bone marrow associated with fibrosis.

**Figure 7.**
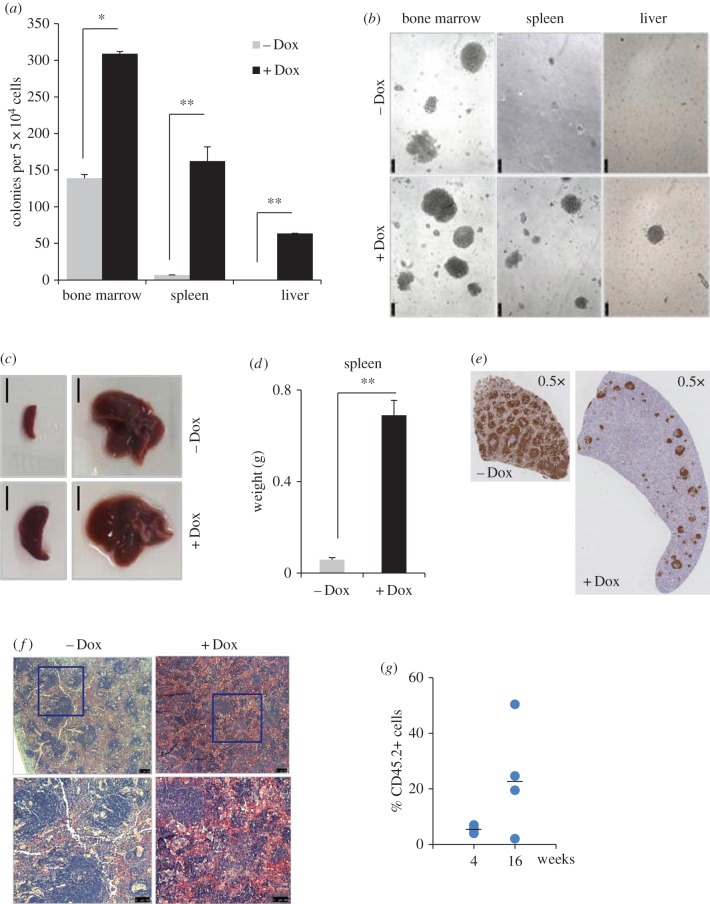
SOX7 ectopic expression induces extra-medullary haematopoiesis. (*a*) Bone marrow, spleen and liver cells from engrafted mice fed (+Dox) or not (−Dox) with doxycycline were cultured in clonogenic assays without doxycycline. Data represent mean number of colonies from three dishes, bars represent s.d. (*n* = 3, **p < 0.01, *p < 0.05). (*b*) Representative pictures of colonies obtained in the clonogenic assays (scale bar, 100 µm). (*c*) Representative pictures of spleen and liver of mice fed or not with doxycycline diet (scale bar, 0.75 cm). (*d*) Data showing spleen weight in grams, bars represent s.d. (*n* = 8, ** *p* ≤ 0.01). (*e*) Immunohistochemistry of spleen sections stained for B220 expression and counter-stained with May-Grünwald-Giemsa. (*f*) Haematoxylin-and-eosin-stained spleen sections of mice engrafted with *iSox7* bone marrow cells fed or not with doxycycline diet (scale bar, 100 µm), higher magnification in the bottom panels. (*g*) CD45.2^+^ cell frequency in the peripheral blood of mice transplanted with spleen cells of primary mouse fed with doxycycline diet; each dot represents an individual mouse, and bars represent mean frequencies.

The induced expression of *Sox7* also led to splenomegaly and partial hepatomegaly (figure 7*c*,*d*), associated with a dramatic decrease in B220-expressing cells (figure 7*e*) and fibrosis (electronic supplementary material, figure S4*b*). The two main compartments in the spleen, white pulp and red pulp, were profoundly disorganized (figure 7*f*). The red pulp is involved in filtering the blood and recycling iron from old erythrocytes, while the white pulp represents the lymphoid regions within the spleen. Upon SOX7-enforced expression, the lymphoid follicles were disrupted compared with the control samples, where a clear distinction between the follicles and red pulp was visible. The red pulp did not seem to be overtly affected by SOX7 expression. Disruption of the spleen architecture is probably due to the loss of B cells in the *Sox7*-expressing samples.

We next investigated the presence of extra-medullary haematopoiesis in these two organs. Clonogenic assays demonstrated a dramatic increase in the frequency of haematopoietic progenitors in both spleen and liver (figure 7*a*,*b*). To investigate the presence of multi-potent engrafting progenitors in extra-medullary haematopoietic sites, recipient mice were engrafted with spleen cells derived from doxycycline-fed animals. Analysis at 4 and 16 weeks post-engraftment revealed the presence of CD45.2^+^ donor-derived cells in the peripheral blood of recipient mice (figure 7*g*). At 20 weeks post-engraftment, contribution of CD45.2^+^ cells to erythroid, myeloid and lymphoid lineages was observed in the spleen of the recipient mice (electronic supplementary material, figure S4*c*).

Together, these data reveal that *Sox7*-enforced expression *in vivo* impairs B lymphopoiesis and expands the haematopoietic progenitor compartment, resulting in splenomegaly and extra-medullary haematopoiesis.

## 4. Discussion

Using an inducible transgenic mouse model system, we demonstrate here that the ectopic expression of SOX7 in adult bone marrow cells promotes the self-renewal of immature blood progenitors, leads to a profound block in B-cell development and globally perturbs the homeostasis of the haematopoietic system with extra-medullary haematopoiesis and extensive fibrosis in spleen and bone marrow.

The findings presented here clearly demonstrate that the ectopic expression of SOX7 has dramatic consequences for the balance between self-renewal and differentiation of blood progenitors. This is very similar to what has been observed for SOX17, for which ectopic expression was shown to alter both embryonic [17] and adult haematopoiesis [18]. Likewise, SOX18 ectopic expression was shown to promote the self-renewal of embryonic blood progenitors [15,17]. It is currently unknown whether SOX18 mis-expression in adult blood cells might also affect the balance between self-renewal and lineage commitment. The three SOXF factors have been shown to compensate for each other on mixed genetic background [8,9], however, when backcrossed to homogeneous background, for reasons that are still unclear, these compensatory mechanisms are lost. Additional studies have revealed a specific function for SOX18 in lymphangiogenesis [27] and various functions for SOX17 in endoderm specification [28], HSC proliferation [18] or arterial-venous specification [29] according to the cellular compartment in which this factor was deleted. To date, the specific role of SOX7 remains unknown, but SOX7 was shown to be expressed in primitive endoderm [30] and in vasculature [8]. Its deletion is linked to diaphragmatic hernia, cardiac oedema and apparent lack of yolk sac vasculature [31], but further characterization of SOX7-deficient embryos will be required to fully understand the main function of SOX7 during embryonic development.

When ectopically expressed in blood progenitors, all SOXF factors are able to alter the balance between proliferation and differentiation. Given their known degree of redundancy, it is very likely that all three SOXF factors activate a similar transcriptional programme that promotes proliferation at the expense of lineage differentiation. Based on the known functions of the SOXF factors, two possible explanations can be suggested for these observations: (i) the transcriptional programme activated by all SOXF in blood cells is similar to the one activated by SOX17 in fetal HSCs, which promotes the active proliferation of these cells [11]; SOX7 and SOX18 are able to activate this programme when ectopically expressed in a blood-specific cell context. (ii) All three SOXF factors are expressed in haemogenic endothelium [12,13] and might in this cellular context induce a transcriptional programme promoting proliferation which can be induced in a blood-specific cell context upon ectopic expression. The transcriptional targets specifically activated by the SOXF factors to regulate self-renewal are still currently unknown; this will be an important avenue of investigation for future studies.

Since the ectopic expression of all three SOXF factors induced such a dramatic shift from differentiation to self-renewal, it is surprising that the expression of these factors is not found misregulated in leukaemias. While the long-term ectopic expression of SOX17 ultimately leads to leukaemogenesis in mouse models [18], this factor has never been implicated in human haematological malignancies. Similarly, mutations in SOX18 have been linked to hypotrichosis–lymphedema–telangiectasia [32] but to date no change in SOX18 expression has been associated with blood disorders. By contrast, a role for SOX7 was recently described in acute myeloid leukaemia (AML), where this transcription factor was shown to block proliferation [33], acting in that context as a tumour suppressor. This role for SOX7 in AML is in striking contrast to the data presented here and to the block induced by SOX7-enforced expression in B lymphopoiesis. This difference raises the possibility that in normal haematopoietic development SOX7 might be implicated in the commitment or proliferation of progenitors to B-lymphocytes versus myeloid lineages. During embryonic development, progenitor populations restricted to B-cell/macrophages [34] or B-cell/T-cell/macrophages [35] have been described. Given the known expression of SOX7 at the onset of blood development in the embryo [13], it is possible that SOX7 is part of the transcriptional machinery promoting the proliferation and/or commitment of these progenitors towards B cells or macrophages. The tumour suppressive role of SOX7 in AML was directly linked to the inactivation of the Wnt/β catenin pathway [33]. However, β catenin has been shown to be dispensable for B-cell development [36], suggesting that the mode of action of SOX7 in myeloid and lymphoid lineages is likely to be quite different. It will be important in future studies to elucidate how SOX7 might exert opposite effects in myeloid and lymphoid lineages.

## Supplementary Material

Supplementary figures

## Data accessibility

The microarray data reported in this study are accessible via the NCBI Gene Expression Omnibus webpage and the accession number is GEO: GSE65552.

# Supplementary material for: SOX7-enforced expression promotes the expansion of adult blood progenitors and blocks B-cell development
**Source:** Open Biol. 2016 Jul 13;6(7):160070. doi: 10.1098/rsob.160070
**Supplement:** Supplementary figures

## Slide 1

Plating rounds
A
1
3
6
9
+ Dox
CD45
SOX7::GFP
B
C
- Dox
### Chart
| Category | | | |
|---|---|---|---|
| - Dox | 0.00238533881718092 | 0.00036502530133907 | 0.0170832310941663 |
| + Dox | 0.211676484104023 | 0.416280455961179 | 1.343880100099843 |p2
p5
+ Dox
p10
p5
Figure S1: Sox7-enforced expression impairs B220+CD19+ population and induces an increase in immature blast-like cells.
(A) Representative FACS plots of CD45 and SOX7::GFP expression profiles of iSox7 bone marrow cells cultured with doxycycline. Percentage of cells are shown in the indicated gates. FACS plots are representative of four independent experiments. (B) Quantitative RT-PCR analysis of Sox7 transcript levels relative to β-actin in iSox7 bone marrow cells cultured with or without doxycycline. Error bars indicate mean ± standard deviation (n=3). Graph is representative of four independent experiments. (C) May-Grünwald-Giemsa staining of iSox7 bone marrow cells cultured with or without doxycycline (Leica and scan software; 22X magnification). Top panels (from left to right): cells cultured without doxycycline at plating round 2 and 5. Bottom panels (from left to right): cells cultured with doxycycline at plating round 5 and 10. Red arrows indicate B lymphocytes, green arrowheads indicate immature blast-like cells. Pictures are representative of four independent experiments.

## Slide 2

A
### Chart
| Category | |
|---|---|
| 1 | 9.45666666666667 |
| 3 | 29.2 |
| 5 | 55.26666666666645 |
| 7 | 57.95 |
| 9 | 87.4 |% SOX7::GFP cKIT positive cells
C
B
4 weeks
CD45.1 recipient cells
CD45.2 donor cells
Figure S2: The cKit+ SOX7::GFPhigh cells provide short-term engraftment in vivo.
(A) Bar chart shows the percentage of SOX7::GFP+cKIT+ bone marrow cells cultured with doxycycline upon serial replating. Data are shown as the mean number of percentage from three independent experiments and error bars represent standard deviation of the mean (n=3). (B) Representative FACS plots of CD45.1 (recipient cells) and CD45.2 (donor cells) expression profiles in the peripheral blood of mice engrafted with cKIT+ SOX7::GFPhigh cells. Percentage of cells are shown in the indicated quadrants. FACS plot is representative of two independent experiments. (C) Scatter chart of the CD45.2+ donor cell percentage from 4 to 16 weeks post engraftment. Each dot represents an individual mouse. Bars represent the mean percentage. Graph is representative of two independent experiments.

## Slide 3

Figure S3: Sox7-enforced expression in adult bone marrow cells impairs B cell maturation IPA canonical pathways analysis of genes involved in B cell development and B cell receptor signalling. Genes highlighted in purple are down-regulated in the SOX7high population.

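All 8 measured genes marked on the drawing of B-cell development were lower in SOX7::GFP high cells. The co-stimulatory genes *Cd86* and *Cd40* were at 3.83 ± 0.51 and 5.47 ± 0.04 (SD, n = 2 arrays) in SOX7::GFP high cells and at 5.95 ± 0.22 and 6.66 ± 0.21 (SD, n = 2) in SOX7::GFP low cells. Their log2 fold changes were -2.12 (standard error 0.28, adjusted p = 0.0190 from limma) and -1.19 (standard error 0.16, adjusted p = 0.0206 from limma). Among the 4 genes not marked, *Ighm*, the heavy chain gene of the Mu chain, was lower at 9.17 ± 0.38 (SD, n = 2) against 11.7 ± 0.02 (SD, n = 2), a log2 fold change of -2.50 (standard error 0.22, adjusted p = 0.00733 from limma). *Ptprc*, *Spn* and *Cd80*, which encode CD45, CD43 and CD80, had log2 fold changes of 0.33, 0.17 and -0.24 and did not pass (adjusted p = 0.341, 0.528 and 0.641). As the marked genes were chosen on these arrays, their count is not independent evidence. The marked genes called lower numbered 5 without SOX7::GFP high replicate 2 and 4 without either SOX7::GFP low array, and *Cd40* lost its call without any array but SOX7::GFP low replicate 1 and with a stricter filter on dim probe sets.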

## Slide 4

Spleen
Liver
Blood
Bone marrow
-Dox
SSC
2 months
+Dox
+Dox
11 months
SOX7::GFP
A
B
Bone marrow
Spleen
24 weeks
43 weeks
40 weeks
24 weeks
32 weeks
32 weeks
40 weeks
43 weeks
-Dox
+Dox
60X
22X
CD45.2+ gated cells
C
T lymphoid cells
Erythroid cells
B lymphoid cells
Myeloid cells
CD8
GR1
IgM
CD71
MAC1
B220
CD4
TER119
Figure S4: Sox7-enforced expression induces fibrosis in bone marrow and spleen in vivo and extra-medullary hematopoiesis.
(A) Representative FACS plots of side scatter (SSC) and SOX7::GFP expression profiles of blood, bone marrow, spleen and liver cells from mice fed (+dox) or not (-dox) with doxycycline. Percentages of cells are shown in the indicated gates. Blue sub-gates demarcate SOX7::GFP high-expressing subsets. Data are representative of two independent experiments. (B) Reticulin stained femur and spleen sections of mice engrafted with iSox7 bone marrow cells fed (+dox) or not (-dox) with doxycycline (Leica and scan software, femur: magnification 60X; spleen: magnification 22X). (C) Expression profiles of spleen cells from secondary recipients at 20 weeks post-engraftment. FACS plots are shown for CD45.2+ gated donor cells. The percentage of cells are shown in the indicated quadrants. FACS plots are representative of two independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

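Gene expression was measured on 4 Affymetrix mouse exon arrays, 2 of SOX7::GFP high and 2 of SOX7::GFP low cells from iSox7 bone marrow co-cultures on OP9 stroma. By the labels the cells were sorted on SOX7::GFP and cKIT. The labels give bone marrow cells of transgenic mice, but also name a cell line derived from an embryonic stem cell line, and the paper's description as bone marrow was used. Grouping and replicate numbers came from the sample labels and section 3.3 of the paper.

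The authors deposited log2 values of 1236087 probe sets, made by background adjustment and normalization with robust multi-array averaging (RMA, named in the paper's methods and the submitters' processing notes, with no version given in the sources used here). The filter on detection scores and the Ensembl annotation of the paper's methods are not part of that table. The log base is that of the method, and log fold changes printed in Fig. 4 match differences of these values for several genes. Values ran from 0.55 to 14.4, with medians of 3.90 to 3.91. An array gives signal over background and no count, so the number of arrays limits the precision.

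From there, probe sets were named by the platform annotation, which gives 22296 gene names. Of these, 18006 are current symbols in the GRCm38.p6 gene table, and 3993 older names were updated where they are a synonym of 1 gene. Probe sets with several names (6684) or none (910643) were left out. As many probe sets as the paper kept, those with the highest second-highest value, were used, values were averaged per gene (a median of 7 probe sets), and 18781 genes were tested, 3515 named genes falling to the filter. The paper mapped probe sets to genes with the Annmap package, but its text does not name how their values were combined per gene, nor the test used on the arrays. Limma 3.58.1 in R 4.3.3 fitted the 2 groups with empirical Bayes, and genes with an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 2-fold were called. On simulated data with the same 18781 genes and 4 arrays, limma recovered 1 of 50 genes changed by a log2 of 1, 23 of 50 changed by 1.5, 36 of 50 changed by 2 and 49 of 50 changed by 3, and called 7 of 18581 unchanged genes. The fit with a replicate block recovered 0 of 50 genes changed by 1, 0 of 50 changed by 1.5, 1 of 50 changed by 2 and 39 of 50 changed by 3, and the t-test 0 of 50 at each size. With 50 genes changed at each size, against 1296 called in the data, the adjustment was stricter in the simulation. These counts can therefore understate recovery in the data. A call also needed an observed change of 2-fold, which limits recovery at a log2 of 1.

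Before the data were examined, 17 gene lists, the rule for the genes named, the design and all alternatives but 1 were set. Genes named in Fig. 4d and 4f were left out of the lists. Of the lists, 15 were tested with camera at a correlation of 0.01, with an estimated correlation, fry, fgsea 1.28.0 and Fisher's exact test as alternatives. Preranked enrichment used the log2 fold changes. The other 2 lists served as checks. Of 9 measured reference genes none was called by limma (1 at an unadjusted p under 0.05), and the same held for 3 sex-linked genes (0 at an unadjusted p under 0.05). The lists share few genes, at most 4 for B-cell development and B-cell receptor signalling. The genes named are the 10 largest rises and falls among called genes whose arrays do not overlap between groups, the genes the paper names for these cells, and up to 4 called members of each list, or 2 where none was called. Other members, where a count of 5 or fewer called for their names, and *Erg* were named after their values were seen. Values printed in Fig. 4d and 4f had been seen when the rule was set.

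The alternatives were no filter, a stricter filter, the median of probe sets, a minimum of 3 probe sets per gene, a test per probe set, a further quantile normalization, centring on reference genes, the methods' t-test, limma with a trend and robust fit, a replicate block, each array left out in turn, and no fold threshold. The gene sets of the paper's GSEA and its IPA pathways were not used here, so the lists stand beside those analyses and do not repeat them. Some genes the paper names are not reported here.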

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

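The tests of B-cell and granulocyte genes between the SOX7::GFP high arrays and of mature T and NK cell genes were chosen after the results had been seen. A signal appeared in gene groups that the paper does not discuss for these arrays. In other samples the paper reports megakaryocyte, granulocyte and mast colonies from SOX7::GFP high cells plated without doxycycline. For mice fed doxycycline it reports fewer CD41 positive megakaryocytes, platelets and eosinophils and more basophils. Neutrophil counts and T-cell frequencies did not change significantly there. Those mice were compared with mice without doxycycline, not by SOX7 level. In SOX7::GFP high cells 8 megakaryocyte genes were called higher than in SOX7::GFP low cells and 0 lower, 11 endothelial genes higher and 1 lower, 7 T and NK cell genes higher and 1 lower, 4 mast cell, basophil and eosinophil genes higher and 3 lower, and 9 granulocyte and macrophage genes lower and 2 higher. The T and NK cell list and the mast cell, basophil and eosinophil list did not pass in camera (adjusted p = 0.489 and 0.197), and none of the 5 lists passed with an estimated correlation (adjusted p = 0.557 to 0.696). With 2 residual degrees of freedom that form passed no list, not even B-cell development, whose estimated correlation of -0.017 was under the preset 0.01. It therefore says little about these lists.

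The first pattern is the fall of the neutrophil granule genes *Ngp* (-5.75), *Ltf* (-4.69), *Camp* (-4.52) and *Lcn2* (-4.48), for which maturing neutrophils among the SOX7::GFP low cells are a candidate source, which a sort on cKIT could remove, though the labels do not give the cKIT level of the SOX7::GFP low sort. In a list of 15 late neutrophil genes, none of them in another list and 15 above the filter value of 5.04 in SOX7::GFP low cells (13 in SOX7::GFP high cells), the median log2 fold change of -1.03 passed the -1 set in advance, but only 3 genes were called lower and 1, *Clec4d* (1.28), was called higher. The most abundant of these genes in SOX7::GFP low cells, *Pglyrp1*, *Anxa1* and *Slpi*, were at 9.84, 9.37 and 9.34 there and at 9.28, 8.34 and 9.51 in SOX7::GFP high cells, and of the 3 only *Anxa1* was called lower. In the granulocyte list, *S100a8* and *S100a9* were at 11.7 and 11.2 in SOX7::GFP high cells and at 12.7 in SOX7::GFP low cells for both, and were not called. Maturing neutrophils in the SOX7::GFP low sort and an effect of the SOX7 level, which was not tested, cannot be told apart, because the sort defines both groups.

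The second pattern is more B-cell transcript in SOX7::GFP high replicate 2 than in SOX7::GFP high replicate 1, as for *Vpreb3* (a log2 difference of 1.96), *Igll1* (1.80) and *Blnk* (1.66). Had the whole SOX7::GFP low fraction spilled into that sort, the share that the B-cell genes would need (4.60%) should raise granulocyte genes called lower too, but their differences (a median of -0.060, and -0.59 over all 32 measured granulocyte genes) lay a median of -1.06 (SD 0.89) from those expected, with 8 of 9 genes below, and *Ngp* (4.37), *Lcn2* (5.77), *Camp* (5.31) and *Ltf* (4.43) were under the levels that spill alone would give (6.19, 6.47, 5.42 and 4.64) while the other 5 were above theirs, so that the median argues against it. Had B-cell progenitors alone been carried over, at least 80% of the well expressed B-cell genes should be higher, and 78.6% were (11 of 14), while *Il7r* (-0.81) and *Dntt* (-0.57) were lower. This stays open with 1 array on each side. No biological explanation was tested, since the design gives none between replicates.

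The third pattern is the rise of *Gzmb* (4.26), *Tcf7* (3.99), *Cd7* (3.09) and *Lat* (2.01) in SOX7::GFP high cells. Against mature T or NK cells as the source, 15 measured genes of such cells had a median log2 fold change of -0.14 (SD 1.32), far under the rises to be explained. Of them 11 were above the filter value in SOX7::GFP high cells and 14 in SOX7::GFP low cells. *Ccl5* (9.78 in SOX7::GFP high and 7.33 in SOX7::GFP low cells) was called higher, *Klrd1* and *Cd2* were called lower and *Nkg7* was at 7.84 and 7.59. Of the 17 mature T and NK cell genes listed, 8 are in other lists too. *Cd2* is in that of B-cell development, so its fall is no separate evidence on T or NK cells. Outside these genes, *Trbv13-2* (4.81), *Gata3* (1.85), *Thy1* (1.75) and *Cd28* (1.56) were called higher, while 16 of 24 genes of the T and NK cell list did not pass. Mast cells, basophils or their progenitors, which a gate on cKIT need not remove, stay open, as 7 of 18 further genes of these cells, none in another list and 18 above the filter value in SOX7::GFP high cells (12 in SOX7::GFP low cells), were called higher and none lower, with *Ifitm1* the most abundant at 11.4 and 11.0, but the median of 0.498 lay under the 0.5 set in advance. An effect of the SOX7 level on these genes also stays open and was not tested.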

How the results depend on the processing

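The unadjusted form of the methods' t-test was chosen after seeing the data. Under the filters, gene summaries, scalings, the trend and robust fit, the replicate block and no fold threshold, the counts of genes called stayed within 1.5 times 682 higher and 614 lower. A test per probe set gave 1163 genes higher and 859 lower, 7 of them in both directions. The methods' t-test called 0 genes higher and 0 lower after adjustment, and so 0 of the genes of Fig. 4d, 4f and Figure S3, against 632 and 568 at an unadjusted p under 0.05. On simulated arrays the adjusted t-test recovered 0 of 50 genes even at a log2 change of 3. Its lack of calls therefore says little about these genes, and the paper does not name it for the arrays. The main fit called 76 of the 94 genes named beside *Sox7*, and only these could lose a call. With 1 array left out, the lone array of its group was assumed to vary like the other group, and with fewer arrays the counts ran from 142 to 425 higher, from 167 to 322 lower and from 4 to 6 for the genes marked in Figure S3. Of the 94 genes named beside *Sox7*, 36 and 32 lost their call without SOX7::GFP high replicate 1 and 2, and 18 and 19 without SOX7::GFP low replicate 1 and 2. The replicate block gave 704 higher and 643 lower, and among those genes ended the calls of *Fbn1* and *Rhd*, but no source used here says that the arrays are paired (same-numbered deviations correlated across genes at r = 0.10). The differences between SOX7::GFP high and SOX7::GFP low arrays correlated across genes at r = 0.73, and at 0.69 with no filter. Signal near background limits what dim genes can show.

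The adjusted p of the stem and progenitor list passed with no filter (0.0424), quantile normalization (0.0496), fry (0.0246), preranked enrichment (0.00999) and Fisher's exact test (2.72e-06), and ran from 0.0296 to 0.0771 with 1 array left out. The B-cell development list did not pass with an estimated correlation (0.123), a form that passed no list here. B-cell receptor signalling did not pass with an estimated correlation (0.649) or fry (0.203) and ran from 0.00766 to 0.0851 with 1 array left out. The OP9 stroma list ran from 0.000521 (higher, without SOX7::GFP low replicate 1) to 0.700, and turned lower without SOX7::GFP low replicate 2 (0.0296). The erythroid list, lower in camera with a median above 0, turned higher with no filter (0.995), a stricter filter (0.932), the median of probe sets (0.759), quantile normalization (0.974), the trend (0.984), the replicate block (0.700), fry (0.869), preranked enrichment (0.120) and without SOX7::GFP high replicate 1 or SOX7::GFP low replicate 2, in a range from 0.0320 (higher, without SOX7::GFP low replicate 2) to 0.551 with 1 array left out. The Wnt/beta-catenin list turned lower with no filter (0.831), a stricter filter (0.631), a minimum of 3 probe sets (0.845), preranked enrichment (0.590) and without SOX7::GFP high replicate 1, in a range from 0.694 to 0.878. The mitosis list turned higher without SOX7::GFP low replicate 1, in a range from 0.101 to 0.930. With 1 array left out the log2 fold change of *Cd80* ran from -0.53 to 0.049 and that of *Gfi1* from -0.61 to 0.29. For DNA replication and mitosis, which have no called member, Fisher's exact test gives no direction to compare. The cause was not tested.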

Differences from the paper's values

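At the paper's thresholds the counts of genes called in the main limma fit lay within 1.5 times the paper's. The counts of the adjusted t-test and of the fits with 1 array left out did not. Of 15 genes of Fig. 4d and 4f with a log fold change printed there, 8 lay within 0.05 of the value read to 2 digits, and *Rag1* (-4.85), *Rag2* (-4.24), *Cd79b* (-4.46), *Blk* (-2.37) and *Cdh5* (2.78) match the printed numbers, as does *Smad1*. In 4 genes the log2 fold change differed by more than the replicate SD. That of *Gata2* was 2.57, against the paper's value of about 2.8 in Fig. 4d, read by eye like the values below, and of the alternatives set before the data were examined a stricter filter (2.71) and the fit without SOX7::GFP low replicate 2 (2.73) came within the replicate SD of it. *Cd27* was at 2.52 against the paper's value of about 2.2 in Fig. 4d, and only the fit without SOX7::GFP low replicate 2 (2.36) came within it. *Runx2* was at 3.36 against the paper's value of about 3.2 in Fig. 4d, and no alternative came within it, those with no filter (2.99) and the median of probe sets (3.11) lying below the paper's value. *Pax5* was at -4.03 against the paper's value of about -3.6 in Fig. 4f, and the fits without SOX7::GFP high replicate 1 (-3.63) and without SOX7::GFP low replicate 1 (-3.95) came within it. The other alternatives did not come within the replicate SD.

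In Figure S3 the Mu chain carries no mark of lower expression, whereas *Ighm* had a log2 fold change of -2.50 and was lower in each fit with limma, while the methods' t-test called 0 genes after adjustment. The paper finds most pathways of B-cell development and receptor signalling lower in its IPA analysis, which was not repeated here. In the lists used in its place, 23 of 32 B-cell development genes were lower, and 6 of 34 genes of B-cell receptor signalling were. These lists leave out the genes of Fig. 4f, of which all 9 measured were lower.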

Other observations

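None of 29 DNA replication genes and none of 24 mitosis genes was called by limma, with 4 and 2 at an unadjusted p under 0.05. *Mcm3* and *Uhrf1* had log2 fold changes of 0.53 and -0.57, and *Prc1* and *Bub1b* of 0.41 and -0.39. The paper's cell cycle data concern the removal of doxycycline, which these arrays do not cover. Of 23 interferon response genes 2 were lower, *Ifi44* (-1.79) and *Stat2* (-1.10), and none was higher (5 lower when adjusted over the list alone, adjusted p = 2.38e-05 from camera, adjusted p = 0.649 with an estimated correlation). With 1 array left out, *Ifi44* ran from -2.22 to -1.36 and *Stat2* from -1.31 to -0.89, though the calls of the list were lost in most of these fits. Of 20 genes of dendritic cells and antigen presentation 3 were lower, *Irf8*, *Cd74* (-1.93) and *Ccr7* (-1.05) (adjusted p = 0.0419 from camera, adjusted p = 0.649 with an estimated correlation). This list did not pass without SOX7::GFP high replicate 1 (0.0532), SOX7::GFP high replicate 2 (0.0913) or SOX7::GFP low replicate 1 (0.154), nor with no filter (0.129), the median of probe sets (0.0739), the replicate block (0.0942), fry, preranked enrichment or Fisher's exact test.

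Of 24 T and NK cell genes 7 were higher and *Klrb1c* (-1.33) was lower (adjusted p = 0.489 from camera), with 3 and 4 higher without SOX7::GFP high replicate 1 and 2 and 6 and 4 without SOX7::GFP low replicate 1 and 2. The list passed with fry (adjusted p = 0.0246), preranked enrichment (adjusted p = 0.000628) and Fisher's exact test (adjusted p = 6.11e-05), and 1 gene was called lower without SOX7::GFP low replicate 1 and 0 without any other array. *Tcf7*, a transcription factor gene of the Wnt pathway, rose by 3.99, whereas its relative *Lef1* fell by 3.94. Of 19 Wnt genes 2 were higher, the other being *Axin2* (1.38), and 3 were lower, *Lef1*, *Lgr5* (-1.94) and *Tcf7l2* (-1.33), with 1 gene called lower without either SOX7::GFP high array, and the list did not pass (adjusted p = 0.881 from camera). Of 16 erythroid genes 1 was higher and 1 lower, *Gfi1b* and *Rhd* (-1.24) (adjusted p = 0.885 from camera). *Gfi1b* was not called without either SOX7::GFP high array or with the median of probe sets, nor *Rhd* without any array but SOX7::GFP low replicate 1, with no filter, a stricter filter, the median of probe sets, quantile normalization or the replicate block. Of 26 stroma genes *Fbn1* alone was called, and without any one array it was not, at a log2 fold change of 1.64 (adjusted p = 0.583 for the list from camera).

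Some values bear on proteins that the paper measured by flow cytometry in other samples. *Ly6a*, which encodes SCA1, was lower in SOX7::GFP high cells, while the paper reports a larger SCA1 and cKIT positive fraction among lineage negative GFP positive cells at a late passage. *Enpep*, which encodes BP-1, was at 8.28 ± 0.80 (SD, n = 2 arrays) in SOX7::GFP low cells, in which the paper did not detect BP-1 on B220 and CD43 positive cells. The paper measured *Irf8*, *Cebpe* and *Gfi1* by Q-PCR as myeloid genes, after SOX7::GFP high cells were cultured in myeloid conditions without doxycycline. These arrays do not cover such cultures, so the values here do not test that result. Between the subpopulations *Irf8* was lower in SOX7::GFP high cells (adjusted p = 0.00414 from limma). *Cebpe* and *Gfi1* had log2 fold changes of -0.49 and -0.16 and did not pass (adjusted p = 0.397 and 0.836 from limma).

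The erythroid gene *Car1* followed the replicate number more than the subpopulation. It was at 6.15 and 9.54 in SOX7::GFP high replicates 1 and 2 and at 4.38 and 9.89 in SOX7::GFP low replicates 1 and 2, a log2 fold change of 0.71 between subpopulations (standard error 2.09, adjusted p = 0.881 from limma), and was named after its values were seen.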
